A study of Mus musculus with 14 samples. Its data were reported in "Pre-marked chromatin and transcription factor co-binding shape the pioneering activity of Foxa2" (2019).

How the data were processed

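RNA was measured by low-input RNA sequencing in 14 mouse libraries that fall into 6 groups. The groups d0con and d0ko (2 libraries each) are embryonic stem cells at day 0, and d3con and d3ko (3 libraries each) are cells sorted after 3 days of endoderm differentiation on feeder cells that secrete Wnt3a, with 12 ng/ml Activin A. In the con groups one allele of the transcription factor gene Foxa2 carries the fluorescent reporter Venus in place of its coding region. In the ko groups both alleles do, so no Foxa2 can be made and Venus marks the cells that would have made it. The groups d2-FVFn and d2-FVFp (2 libraries each) come from a different embryonic stem cell line, in which doxycycline induces a fusion of Foxa2 and Venus. These cells had 40 ng/ml doxycycline for 48 hours and were sorted into Venus-negative and Venus-positive cells. Groups and replicate numbers were taken from the sample titles.

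The authors aligned the reads to the mouse genome mm10 with STAR and quantified each library on its own with RSEM, which shares a read that matches several genes among them. The deposited expected counts are RSEM's estimates of reads per gene, not scaled for depth. The deposited TPM values (the share of transcripts from each gene) are scaled by the authors with RSEM for gene length and for the library total. The versions of STAR and RSEM were not stated. Each table holds 24054 genes named by symbol. Effective lengths in the tables show that replicate 1 of d3con and of d3ko was quantified as 75-base reads and the other libraries as 50-base reads. In those with 75 bases 13.6% and 13.7% of the counted genes had a fractional count, against 41.5% to 57.3% in the others. At day 3 both genotypes have 1 library of the longer reads, while all day 0 libraries have the shorter ones.

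Library totals ranged from 14142788 to 27278237 expected counts. Expected counts were rounded to whole numbers. A gene was tested when it had at least 1 CPM (count scaled to a common library total) in at least 2 libraries of its fit, which left 13899 genes in the fit of the 10 day 0 and day 3 libraries and 12943 genes in the fit of the 4 doxycycline libraries. Counts were scaled with TMM and tested with edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3), followed by Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. The standard error of a log2 fold change was taken as its size divided by the square root of F. The day 0 and day 3 groups were fitted together so that groups of 2 share an estimate of the spread with the others, and the interaction of genotype and day was a contrast of that fit. DESeq2 1.42.0 was run as an alternative on the same libraries and contrasts as edgeR. The study itself made pairwise comparisons with DESeq2 and gave a fold change threshold, so DESeq2 was also run on only the 2 groups compared and as a test against a 2-fold change, both chosen after seeing the data.

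On simulated counts with the real means and library sizes, in which 200 of 13899 genes were changed 4-fold, 91% were recovered with 2 false calls in the fit of 10 libraries, and 52.5% of changed genes were recovered by the interaction. In the fit of 4 libraries, 100% of 200 changed genes out of 12943 were recovered with 9 false calls. The simulated libraries were independent, and each gene had the same spread in every group. Real day 3 libraries vary more than those of day 0 and some share a clone name. The simulated rates therefore do not carry over to the day 3 comparisons.

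Marker scores are the mean of log2(TPM + 1) over 6 pluripotency, 6 mesoderm or 6 endoderm genes, chosen from the study's own markers before the data were examined. Foxa2 was left out of the endoderm score as the targeted gene. Scores of d3ko and d3con were compared with an exact two-sided permutation test. Shares of genes called in both of 2 comparisons were tested with Fisher's exact test, two-sided, over the genes tested in both. Genes are not independent replicates, so these odds ratios describe the gene lists. The ratio of differentiation changes is the median over genes of the log2 fold change of d3ko over d0ko divided by that of d3con over d0con.

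The genes named were fixed by rule before the data were examined: Foxa2, all marker genes, and the changed genes with the largest log2 fold changes whose libraries in one group all lay above those of the other and whose mean TPM reached 5 in the higher group. Up to 5 genes in each direction were taken for d3ko against d3con and for d2-FVFp against d2-FVFn, and up to 3 for the other named comparisons. No gene qualified for d0ko against d0con or for the interaction. Gene positions are those of the RefSeq annotation of GRCm38, the assembly that mm10 names, and 99.3% of the 24054 gene symbols were matched to it.

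Replicate numbers in the titles are shared between groups, so each comparison was also fitted with the replicate number as a block. Other alternatives were DESeq2, median-of-ratios scaling, no filter or a mean count of at least 50, and a test against a 2-fold change (edgeR's glmTreat). Further ones were an adjusted p-value under 0.01, a fit of only the 2 groups compared, and limma 3.58.1 on log2(TPM + 1). Replicates 1 and 3 of each day 3 group were also summed because they carry the same clone name. Each day 3 library was left out in turn. For d0ko against d0con and the doxycycline series, libraries were left out only for the log2 fold changes of named genes. Pairs of replicate libraries were compared by chi-square over genes, and none agreed within sampling noise (12.5 to 155 per degree of freedom). Summaries used Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1. Counting error only is covered by depth, and the amplification of low-input RNA adds error that depth does not show. FPKM values and the sequencing reads were not used here.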

Results

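The 14 libraries held between 14142788 and 27278237 expected counts, with 18233032 to 25349918 at day 0, 15882612 to 27278237 at day 3 and 14142788 to 20397757 in the doxycycline series. The 10 genes with most counts took between 4.95% and 6.73% of each library. A principal component analysis of the day 0 and day 3 libraries placed 68.1% of the variance on the first component. The 4 day 0 libraries lay between -104.4 and -91.3 on it and the d3con libraries between 95.5 and 112.3. The d3ko libraries were spread in between, at 20.7, 68.5 and -13.2 for replicates 1, 2 and 3. The second component held 12.6% of the variance and set the d3ko libraries (25.1 to 72.2) apart from the day 0 libraries (-26.8 to -10.2) and the d3con libraries (-39.5 to -20.6). Replicate libraries correlated with a Pearson r across genes of 0.918 to 0.955 in d3ko, 0.95 to 0.979 in d3con, and 0.986 and 0.988 in the day 0 groups.

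Foxa2 (chromosome 2, 148042877 to 148046969, GRCm38, protein-coding) was examined first, since its level checks the labels. Its mean was 0.135 ± 0.00707 TPM in d0con and 0.09 ± 0.0283 in d0ko (SD, n = 2 each). At day 3 it reached 49.3 ± 12.7 TPM in d3con and 0.15 ± 0.04 in d3ko (SD, n = 3 each), a log2 fold change of -8.26 (SE 0.36, edgeR adjusted p = 2.59e-05). The fall lay between -8.53 and -7.94 in all fits that left out libraries. In the doxycycline series it was 2.5 ± 0.693 TPM in d2-FVFn and 164 ± 6.19 in d2-FVFp (SD, n = 2 each), a log2 fold change of 6.0 (SE 0.22, edgeR adjusted p = 0.000142).

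**Figure D1:**
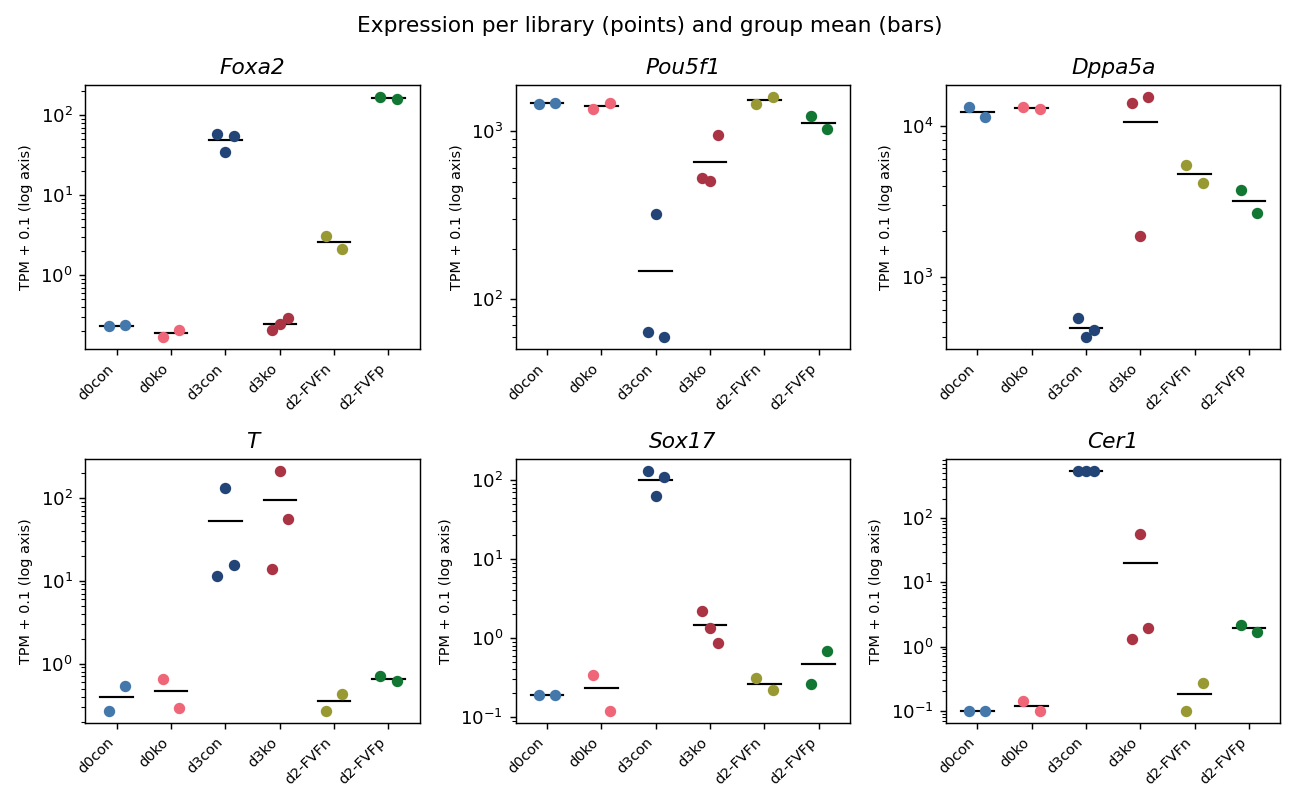
Expression of 6 genes in each library (points, TPM plus 0.1 on a log axis) by group, with the group mean as a bar. Foxa2 is near 0 in d3ko (mean 0.15 TPM) against 49.3 TPM in d3con, Dppa5a stays high in 2 of the 3 d3ko libraries, and Cer1 is below 57 TPM in each d3ko library.

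The comparison of d0ko with d0con asks whether loss of Foxa2 alters expression before differentiation. None of 13899 genes passed the threshold, and 195 (1.4%) had an unadjusted p under 0.05. The spread in this fit is shared with the day 3 libraries, which vary more. When only the 4 day 0 libraries were fitted, 1377 of 12408 genes (11.1%) had an unadjusted p under 0.05 and none passed adjustment, and DESeq2 on these libraries called 27 genes higher and 5 lower, so differences at day 0 were not excluded. With the replicate number as a block the counts were 0 higher and 0 lower, and deviations of same-numbered libraries correlated at 0.11 across genes. DESeq2 on all 10 libraries called 1 gene lower. Foxa2 itself did not differ at day 0 (log2 fold change -0.58, SE 0.62, edgeR adjusted p = 1.0).

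The change from day 0 to day 3 in control cells takes in the differentiation together with the change of culture. Day 3 cells were sorted from cultures on feeder cells, and RNA from feeder cells was not tested for in this comparison. In d3con against d0con 2863 genes were higher and 2027 lower. The alternative that moved this most was DESeq2 tested against a 2-fold change, with 1217 higher and 859 lower. With the replicate number as a block 2885 were higher and 2125 lower, and same-numbered d0con and d3con libraries did not deviate together (r of 0.01 across genes). Without d3con replicate 1, which has the longer reads, 2673 genes were higher and 1759 lower. The rises of largest size that met the naming rule were Cer1 (chromosome 4, 82881751 to 82885151; log2 fold change 16.36, SE 3.17, edgeR adjusted p = 0.00367), Samd3 (chromosome 10, 26229616 to 26272916; 13.27, SE 1.67, adjusted p = 0.000905) and Lhx1 (chromosome 11, 84517975 to 84525534; 13.26, SE 1.59, adjusted p = 0.000389). Cer1 rose from 0 TPM in d0con to 546 ± 2.15 TPM in d3con (SD, n = 3). Samd3 also had 0 TPM in d0con, so the sizes of both log2 fold changes are not fixed by the counts. Khdc3 (chromosome 9, 73101381 to 73106631) had a log2 fold change of -8.72 (SE 1.07, edgeR adjusted p = 0.000425), Zp3 (chromosome 5, 135980105 to 135988624) of -8.41 (SE 0.95, adjusted p = 0.000324) and Syce1 (chromosome 7, 140777229 to 140787854) of -8.2 (SE 0.82, adjusted p = 0.000231). In ko cells, d3ko against d0ko, 1613 genes were higher and 795 lower, and 1581 and 873 with the replicate number as a block.

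The comparison of d3ko with d3con asks what Venus-positive cells lack at day 3 without Foxa2. Here 660 genes were higher and 488 lower in d3ko. This count depended strongly on the fit. When only the 6 libraries of both groups were fitted, 7 genes were higher and 60 lower. When replicates 1 and 3 of each group, which share a clone name, were summed, 0 were higher and 1 lower. With the replicate number as a block 415 were higher and 401 lower. Deviations of same-numbered d3con and d3ko libraries correlated at a mean of 0.27 across genes (from -0.01 to 0.54). With both replicate 2 libraries left out, 1521 genes were higher and 1051 lower. The libraries left then share a clone name within each genotype, so that fit cannot tell genotype from clone. With both replicate 1 libraries (the 75-base ones) left out, 0 were higher and 1 lower. Foxa2 kept its call in each of these fits. It was the only gene called when replicates 1 and 3 were summed or both replicate 1 libraries were left out.

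**Figure D2:**
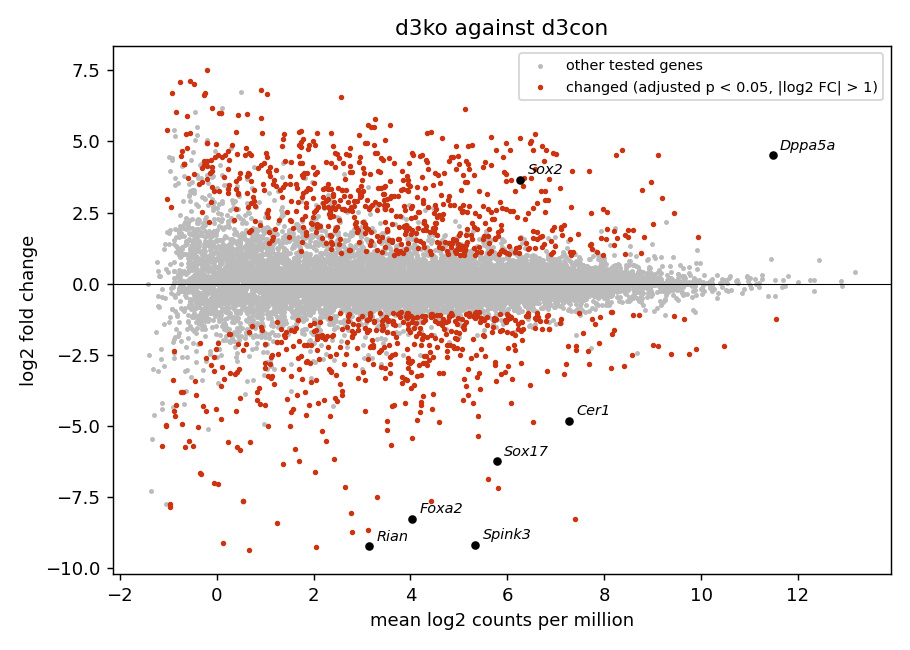
Log2 fold change of d3ko over d3con for each tested gene against its mean log2 CPM (reads scaled to a common library total), with the 1148 changed genes in red and 7 genes named. Foxa2 lies at -8.26 and Dppa5a at 4.51.

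All 6 pluripotency genes were higher in d3ko than in d3con, 4 of them past the threshold. None of the 4 passed when replicates 1 and 3, which share a clone name, were summed. Dppa5a (chromosome 9, 78367052 to 78368199) had 10500 ± 7540 TPM in d3ko and 460 ± 69.4 in d3con (SD, n = 3 each; log2 fold change 4.51, SE 0.67, edgeR adjusted p = 0.0107). The 3 d3ko libraries had 14200, 1870 and 15500 TPM, and d0ko had 13100. Zfp42 rose by 4.53 (SE 0.7, adjusted p = 0.0107), Klf4 by 4.05 (SE 0.76, adjusted p = 0.0158) and Sox2 by 3.66 (SE 0.64, adjusted p = 0.0136) on the log2 scale, each lower in TPM in replicate 2 than in the other d3ko libraries. Pou5f1 (2.17, SE 0.6, adjusted p = 0.0513) and Nanog (1.36, SE 0.6, adjusted p = 0.179) did not pass. With libraries left out, Pou5f1 lay between 1.42 and 3.58 and Nanog between 0.8 and 2.85. The pluripotency score was higher in d3ko by 3.09 (8.01 ± 1.19 against 4.92 ± 0.51, SD, n = 3 each, exact permutation p = 0.1, the smallest that 3 against 3 can give). The paired mean of same-numbered differences was also 3.09 (3.78, 1.15 and 4.33, exact sign-flip p = 0.25, the smallest that 3 pairs can give). Both tests take the 3 libraries of a group as independent, although replicates 1 and 3 share a clone name.

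The endoderm genes were all lower in d3ko. None of them passed when replicates 1 and 3 were summed, where Foxa2 was the only gene called. Sox17 (chromosome 1, 4490928 to 4497426) had 1.37 ± 0.678 TPM in d3ko and 101 ± 34.9 in d3con (SD, n = 3 each; log2 fold change -6.24, SE 0.54, edgeR adjusted p = 0.00226). Dkk1 had -4.85 (SE 0.84, adjusted p = 0.0131) and Hhex -2.55 (SE 0.42, adjusted p = 0.0116). Cer1 had 19.8 ± 31.6 TPM in d3ko and 546 ± 2.15 in d3con (SD, n = 3 each), yet its log2 fold change of -4.82 (SE 1.28) had an adjusted p of 0.0501 and did not pass. Hnf4a (-4.3, SE 1.21, adjusted p = 0.0537) and Gata4 (-1.54, SE 0.49, adjusted p = 0.0774) did not pass either. With libraries left out, Cer1 lay between -8.43 and -4.24, Hnf4a between -4.85 and -3.74, and Gata4 between -2.3 and -0.98. Among the d3ko libraries Cer1 was highest in replicate 2, with 56.4 TPM against 1.22 and 1.87. The endoderm score was lower in d3ko by a difference of -3.75 (2.67 ± 0.6 against 6.42 ± 0.76, SD, n = 3 each, exact permutation p = 0.1). The paired mean was the same, with differences of -4.10, -2.34 and -4.80 (exact sign-flip p = 0.25).

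The mesoderm genes showed no common direction. Among them Noto was lower in d3ko (log2 fold change -6.71, SE 1.16, edgeR adjusted p = 0.0173), from a mean of 2.79 TPM in d3con. T, Mesp1, Hand1, Hand2 and Tbx5 had adjusted p-values between 0.469 and 0.82, and between 0.353 and 0.756 with the replicate number as a block. In the blocked fit T had a log2 fold change of 0.98 (SE 0.68, adjusted p = 0.381) and Hand1 of 0.98 (SE 0.64, adjusted p = 0.353), and both were higher in d3ko in 3 of 3 same-numbered pairs. T had 13.7, 212 and 55.7 TPM in d3ko and 11.4, 131 and 15.5 in d3con, so that replicate 2 was the highest in both groups. The mesoderm score differed by 0.09 (2.63 ± 1.02 against 2.54 ± 0.8, SD, n = 3 each, exact permutation p = 0.9), less than the spread between replicates, and by 0.09 in the paired comparison (exact sign-flip p = 0.75).

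The genes with the largest rises in d3ko by the naming rule were BC021614, which had no position in the annotation used (6.81, SE 1.2, edgeR adjusted p = 0.0136), Zfp600 (chromosome 4, 146156827 to 146198756; 6.14, SE 1.08, adjusted p = 0.0136), a transcribed pseudogene (chromosome 11, 88972638 to 88973014; 5.51, SE 0.82, adjusted p = 0.0107), Cdx1 (chromosome 18, 61018862 to 61036199; 5.49, SE 1.06, adjusted p = 0.0168) and Mobp (chromosome 9, 120149742 to 120181488; 5.36, SE 0.87, adjusted p = 0.0112). Zfp600 belongs to a large zinc finger family and reads of a pseudogene can be shared with similar genes, so both values are uncertain. The largest falls by the same rule were Mirg (chromosome 12, 109734981 to 109749458, a long noncoding RNA; -9.38, SE 1.04, adjusted p = 0.00907), Proc (chromosome 18, 32123126 to 32139570; -9.25, SE 1.33, adjusted p = 0.00986), Rian (chromosome 12, 109603945 to 109661716, a long noncoding RNA; -9.24, SE 0.91, adjusted p = 0.00365), Spink3 (chromosome 18, 43728069 to 43737237; -9.18, SE 1.24, adjusted p = 0.00922) and Kcnk16 (chromosome 14, 20261375 to 20269269; -9.11, SE 1.38, adjusted p = 0.0216). Mirg and Kcnk16 had 0 TPM in every d3ko library, so the sizes of their falls are not fixed by the counts. Rian and Mirg were also low in the d0ko libraries, with log2 fold changes of -5.33 and -5.76 at day 0 that did not pass adjustment.

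Whether the change from day 0 to day 3 differs between the genotypes was tested with the interaction term. No gene passed, and 1840 genes had an unadjusted p under 0.05. With the replicate number as a block the count was also 0. Same-numbered d0ko and d3ko libraries deviated together with an r of 0.01 across genes. DESeq2 called 299 genes higher and 266 lower. The interaction for Foxa2 was -7.68 (SE 0.87, edgeR adjusted p = 0.0544).

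Over the genes higher in d3con than in d0con the median ratio of the ko change to the control change was 0.65 (2863 genes, quartiles 0.44 and 0.84). Taken for each d3ko library it was 0.63, 0.76 and 0.47. Over the genes lower in d3con the ratio was 0.5 (2027 genes, quartiles 0.27 and 0.72), with 0.52, 0.8 and 0.33 for the 3 d3ko libraries. With the replicate number as a block the ratios were 0.64 and 0.55. Genes picked for a large control change tend to give ratios under 1. When no control library served both to pick genes and to measure the change, the ratios were 0.67 or 0.66 for genes that rose and 0.54 or 0.57 for genes that fell. For genes picked in ko cells, which favours the ko change, both were 0.84. Of the genes higher in d3con than in d0con, 13.9% (399 of 2863) were lower in d3ko than in d3con, against 0.8% of the other tested genes (odds ratio 19.9, Fisher's exact p = 4.16e-193), and 11.2% in the fits with the replicate block. The d3con libraries enter both comparisons, which raises this share.

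**Figure D3:**
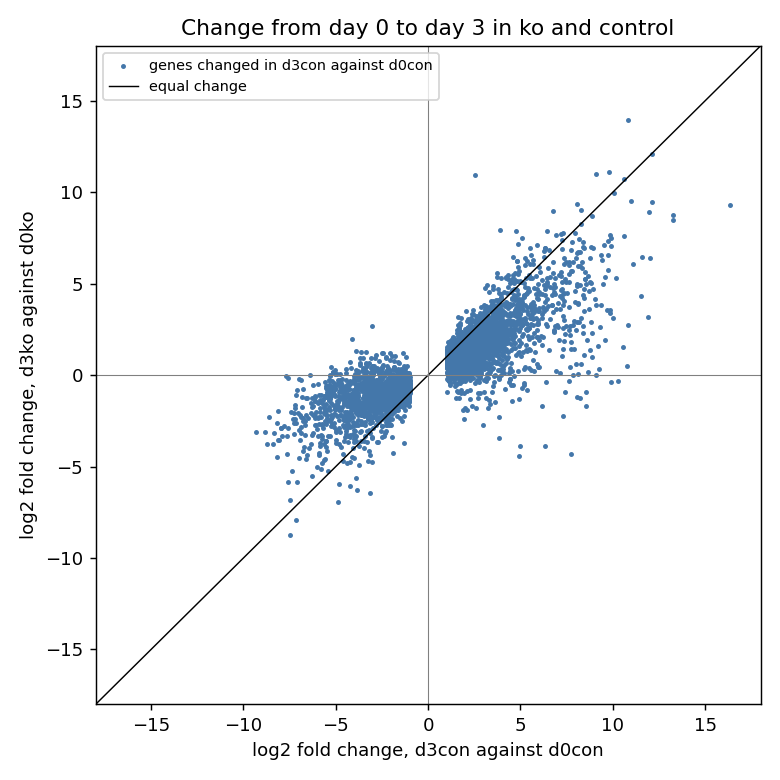
Log2 fold change from day 0 to day 3 in ko cells (vertical) against control cells (horizontal) for the genes changed in control cells, with the line of equal change. Most points lie nearer to 0 than the line, with median ratios of 0.65 for genes that rose and 0.5 for genes that fell, a selection that itself lowers the ratio.

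The doxycycline series asks what Foxa2 alone changes in embryonic stem cells. In d2-FVFp against d2-FVFn 901 genes were higher and 190 lower among 12943. The count moved most when DESeq2 tested against a 2-fold change, to 221 higher and 12 lower. With the replicate number as a block 1172 were higher and 325 lower, and same-numbered libraries deviated together (r of 0.29 across genes). The largest rises by the naming rule were Fgb (chromosome 3, 83042246 to 83049863; 14, SE 0.88, edgeR adjusted p = 0.00111), AW112010 (chromosome 19, 11047612 to 11050566; 12.21, SE 0.82, adjusted p = 0.00128), Syn2 (chromosome 6, 115134902 to 115282626; 10.33, SE 0.7, adjusted p = 0.00128), Psca (chromosome 15, 74714839 to 74717065; 10.28, SE 1.02, adjusted p = 0.00322) and Shh (chromosome 5, 28456840 to 28467101; 9.26, SE 0.47, adjusted p = 0.000274). Fgb had 0 TPM in d2-FVFn and 153 ± 78.3 in d2-FVFp (SD, n = 2 each). AW112010, Syn2 and Psca also had 0 TPM in d2-FVFn, so the sizes of these log2 fold changes are not fixed by the counts. Falls that met the naming rule were smaller. The largest of these were Cdh9 (-3.45, SE 0.37, adjusted p = 0.00262), Fgf15 (-2.77, SE 0.22, adjusted p = 0.00128), Fgf17 (-2.41, SE 0.29, adjusted p = 0.0037), Car4 (-2.36, SE 0.28, adjusted p = 0.00351) and Foxr2 (-2.28, SE 0.27, adjusted p = 0.00351).

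**Figure D4:**
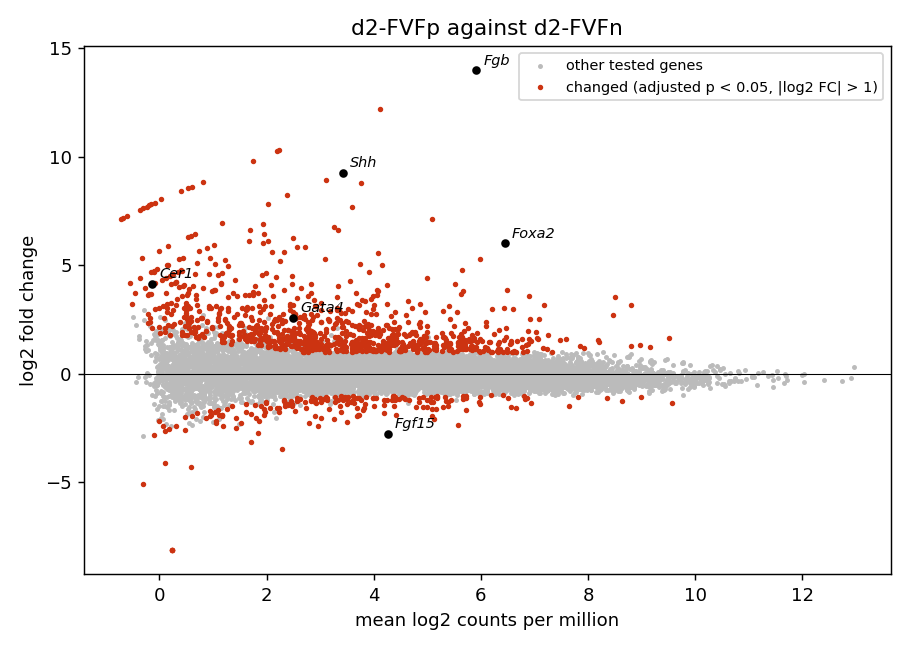
Log2 fold change of d2-FVFp over d2-FVFn for each tested gene against its mean log2 CPM (reads scaled to a common library total), with the changed genes in red (901 higher, 190 lower). Foxa2 lies at 6.0 and Fgb at 14.

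Among the endoderm genes, Gata4 (2.59, SE 0.3, edgeR adjusted p = 0.00338) and Cer1 (4.16, SE 0.84, adjusted p = 0.0183) were higher in d2-FVFp, although Cer1 reached only 1.81 ± 0.311 TPM (SD, n = 2) against 546 TPM in d3con. The log2 fold change of Cer1 was 3.35 and 7.68 in 2 fits that left out a library, and its d2-FVFn counts were 0 and 3. Hhex did not differ (0.27, SE 0.35, adjusted p = 0.632). Sox17, Hnf4a and Dkk1 were below the count filter, with means of 0.375, 0.095 and 0.245 TPM in d2-FVFp. Of the genes higher in d3con than in d0con, 18% (409 of 2273 tested in both fits) were higher in d2-FVFp, against 3.8% of the other genes (odds ratio 5.48, Fisher's exact p = 6.73e-107), and 21.6% with the replicate block. Of the genes lower in d3ko than in d3con, 31.8% (128 of 402) were higher in d2-FVFp, against 5.6% of the others (odds ratio 7.93, Fisher's exact p = 1.11e-56), and 34.6% with the replicate block.

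Expression was also compared by chromosome between replicate libraries, over genes with a mean count of at least 200. In d3ko replicate 2 the median of 547 chromosome 8 genes lay at -0.43 on the log2 scale against the mean of replicates 1 and 3, relative to all autosomes. The other autosomes lay between -0.02 and 0.07. A shift was also present between the control libraries at day 0, where chromosome 14 lay at 0.19 in d0con replicate 1 against replicate 2, with 14.2% of its 325 genes below the autosomal median and the other autosomes between -0.04 and 0.02. Of the 487 genes lower in d3ko than in d3con that have a position, 8.4% were on chromosome 8, against 5.4% of the tested genes (odds ratio 1.63, Fisher's exact p = 0.00566).

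**Figure D5:**
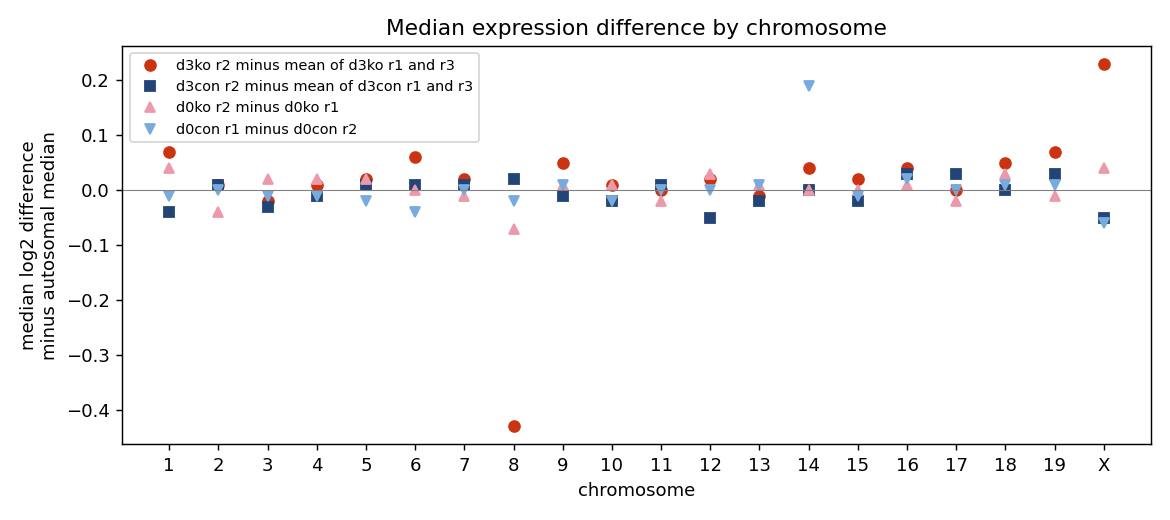
Median log2 expression difference of each chromosome's genes (horizontal axis, chromosomes 1 to 19 and X) relative to the autosomal median, for replicate 2 against the other libraries of d3ko, of d3con and of d0ko, and for replicate 1 against replicate 2 of d0con. Chromosome 14 lies at 0.19 in d0con, and chromosome 8 lies at -0.43 in d3ko replicate 2, at 0.02 in d3con replicate 2 and at -0.07 in d0ko replicate 2.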

Values the study reported

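Between control and Foxa2 knockout cells at day 3, the study reported 1268 differentially expressed genes. It reported 229 differentially expressed genes after doxycycline induction of Foxa2, of which 221 were higher and 8 lower in the Venus-positive cells.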

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

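Both genes below were picked out because every d3con library lay above every d0con library while every d3ko library lay below every d0ko library. The opposite movement as such was not tested, and the tests on read number were written down before their values were seen.

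Spink3 rose from 7.13 ± 5.86 TPM in d0con to 664 ± 610 TPM in d3con and fell from 14.7 ± 5.87 TPM in d0ko to 1.19 ± 0.849 TPM in d3ko (SD, n = 2 at day 0 and n = 3 at day 3). The interaction of genotype and day was -10.19 on the log2 scale (SE 1.73, edgeR adjusted p = 0.122), which did not pass. The fall in ko cells alone was -3.86 (SE 1.27, adjusted p = 0.0471). Too few reads at day 0 might produce such a fall, but the higher d0ko library had 91 counts. The d3con libraries ranged from 70.9 to 1290 TPM. RNA from other cells was not tested for this gene, so a biological explanation stays a hypothesis.

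Proc rose from 0.445 ± 0.0919 TPM in d0con to 15.5 ± 12.3 TPM in d3con and fell from 0.485 ± 0.106 TPM in d0ko to 0.0133 ± 0.0231 TPM in d3ko (SD, n = 2 at day 0 and n = 3 at day 3). The interaction was -9.33 (SE 1.84, edgeR adjusted p = 0.129), which did not pass, and the fall in ko cells was -4.4 (SE 1.54, adjusted p = 0.057). The d0ko libraries had 9 and 11 counts and the d3ko libraries 0, 0 and 1. Proc was picked for this very order of libraries, so these counts cannot rule out counting error. Loss of rare RNA in the low-input amplification was not tested.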

How the results depend on the processing

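The alternatives were fixed before the data were examined, except the fits without a replicate number in both day 3 groups, the replicate block in the 2 groups alone, the replicate block for shares and ratios, other picks of genes for the ratios, and DESeq2 on only the 2 groups compared or tested against a 2-fold change, which were chosen after seeing the data. The cause of the changes below was not tested.

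For d3ko against d3con (660 higher, 488 lower), an adjusted p-value under 0.01 gave 18 and 67 genes, the test against a 2-fold change 154 and 130, only the 2 groups compared 7 and 60, replicates 1 and 3 summed 0 and 1, and the replicate block in the 2 groups alone 7 and 27. DESeq2 gave 997 higher and the replicate block 415 higher, and limma on log2(TPM + 1) called 51.1% as many higher genes as the 660, with lower counts within 1.5 times for these 3. DESeq2 tested against a 2-fold change gave 257 and 154, and on only the 2 groups 150 lower and 24.5% as many higher genes as the 660. Leaving out 1 library gave 9 to 1280 higher and 71 to 969 lower. Leaving out replicate 1, 2 or 3 of both groups gave 0, 1521 and 2 higher and 1, 1051 and 12 lower. Over all fits that left out libraries the range was 0 to 1521 higher and 1 to 1051 lower. When replicates 1 and 3 were summed or replicate 1 was left out, 2 samples remained in each day 3 group, as they did without replicate 2. Those left without replicate 2 share a clone name, so the rise in calls there cannot be ascribed to genotype.

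For d0ko against d0con, limma called 1 gene higher and DESeq2 1 gene lower, against 0 and 0, with 195 genes at an unadjusted p under 0.05. DESeq2 on only the 2 groups gave 27 higher and 5 lower, and its tests against a 2-fold change 1 lower. For d3con against d0con, the test against a 2-fold change gave 1553 higher and 1040 lower with edgeR, 1217 and 859 with DESeq2, and 1392 and 902 with DESeq2 on only the 2 groups, and limma gave 1280 lower. For d3ko against d0ko, an adjusted p-value under 0.01 gave 691 and 418, the test against a 2-fold change 346 and 138 (DESeq2 424 and 115, and 319 and 92 on only the 2 groups), only the 2 groups compared 868 and 477, and limma 524 lower. For the interaction (0 and 0, with 1840 genes at an unadjusted p under 0.05), DESeq2 gave 299 and 266 (34 and 37 tested against a 2-fold change), median-of-ratios scaling 1 lower, no filter 16 lower, a mean count of at least 50 1 lower and limma 9 lower. Leaving out 1 day 3 library gave 0 to 670 higher and 0 to 448 lower, the most without d3ko replicate 2. The d3ko libraries left in that fit share a clone name.

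For d2-FVFp against d2-FVFn, an adjusted p-value under 0.01 gave 397 and 55, the test against a 2-fold change 275 and 21 (DESeq2 221 and 12), no filter 330 lower, the replicate block 325 lower and limma 80 lower.

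The pluripotency score kept its direction in all 10 alternatives (2.68 to 3.77), and so did the endoderm score (-4.38 to -3.25). The mesoderm score reversed with a pseudocount of 0.1 (-0.35) and with log2 CPM (-0.32), and ranged from -0.50 to 0.51 when 1 library was left out, all within the spread between replicates. The shares and ratios kept their direction with DESeq2, a mean count of at least 50 and the replicate block. With the control change taken from d3con replicate 3 alone the ratios were 0.66 and 0.5. With d0con also parted they were 0.66 or 0.67 and 0.54 or 0.57. For genes picked in d3ko against d0ko both rose to 0.84. The share lower in d3ko was not recomputed with different control libraries in each comparison. How much the shared d3con libraries raise it was therefore not measured.

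Among genes, the d3ko difference reversed without d3ko replicate 2 for T (-0.57), Mesp1 (-0.91) and Hand1 (-0.54), and was highest without d3con replicate 2 (2.78, 1.86 and 2.08). Such fits keep the same-numbered library of the other group. Without replicate 2 of both groups T stayed higher (1.37) and so did Hand1 (0.3). The difference also reversed for Mesp1 without replicate 2 of both groups (-0.17), and for Hand2 without d3ko replicate 3 (0.09) or replicate 3 of both groups (0.12), with its lowest value without replicate 2 of both (-1.19). Hhex reversed in the doxycycline series without d2-FVFp replicate 1 (-0.23) and was 0.67 without d2-FVFp replicate 2. Of 726 alternative values for 52 named results, 576 kept their direction and side of the threshold, 108 were weaker, 27 stronger, 8 moved and 7 reversed.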

Other observations

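Some gene counts in this part come from fits fixed before the data were examined, as listed above. Their use as tests here, and all other tests in this part, were chosen after the patterns were seen. What to look for was written down before the values were seen only for the tests of Dlk1, of raised and lowered genes together and of computed mixtures.

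Between d3ko and d3con 1148 genes differed here at an adjusted p-value under 0.05, and 1320 with DESeq2 on only these 2 groups. Both are near the number quoted from the study above, while DESeq2 on all 10 libraries gave more, 1678. Near totals do not show that the same genes were called. At an adjusted p-value under 0.01 and the same fold change limit, 85 genes differed. Tests against a 2-fold change gave 284 with edgeR and 312 with DESeq2 on only these 2 groups. Each of these is lower than the number quoted from the study above, whose text states the adjusted p-value in more than one way. In the doxycycline series 1091 genes changed here, 901 higher and 190 lower. Each of these is higher than its number quoted from the study above. The tests against a 2-fold change gave 296 genes with edgeR (275 higher, 21 lower) and 233 with DESeq2 (221 higher, 12 lower). The DESeq2 total is near the one quoted from the study above, with the same number higher, and the edgeR total is above it.

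The grouping into d3ko and d3con was compared with other splits of the 6 day 3 libraries. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many changed genes, the real one with 1148. The share cannot fall under 0.25, so chance cannot be ruled out this way. The 6 other splits part 1 pair each. None of the other 9 splits called a gene, although up to 2928 genes had an unadjusted p under 0.05, against 3878 in the real split.

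Genes changed in d3ko moved against the control differentiation. Of the 660 genes higher in d3ko than in d3con, 85.0% were lower in d3con than in d0con. With the control change taken from d3con replicates 1 and 2 and the ko difference from replicate 3, the correlation across 13899 genes was -0.57 (-0.55, -0.34 and -0.69 for the 3 d3ko libraries). Control cells of day 3 enter both sides with opposite signs, so ko cells of many states would give a negative value. It does not show whether d3ko cells are less advanced.

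A mixture of undifferentiated cells with cells like d3con could also keep pluripotency genes high in d3ko, and 4 tests of it were made. Over 179 genes with a log2 fold change under -3 in control cells, the share of day 0 expression kept, after taking off the d3con mean, had medians of 0.38, 0.06 and 0.6 in the 3 d3ko libraries. A mixture would keep a like share of every gene. The narrowest interquartile width was 0.08 in replicate 2, below the 0.32 of a d0ko library, but that width shrinks with the share kept, so this test decides nothing. Divided by the median, the widths were 1.26, 1.33 and 1.03 against 0.33 for the d0ko library, but a small median raises this value, so it decides nothing either. Mixtures were then computed from 1 d0ko and 1 d3con library at the share seen. The width seen was 3.0, 1.6 and 2.6 times that of the widest such mixture. The limit set beforehand, over 2 times in every library, was not met, so this test leaves a mixture open. Over 226 genes that rose in control cells, the median share of the rise reached was 0.22, 0.36 and 0.09. A mixture with cells like d3con should make both medians add up to about 1, and they added up to 0.6, 0.42 and 0.69. No sum was computed for mixtures of real libraries, and both gene lists were picked for a large control change. How low the sum can fall in such a mixture is therefore unknown, and this test does not exclude one. Undifferentiated cells mixed with day 3 cells unlike d3con were not tested.

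Y-linked genes were low in replicate 2 of both ko groups, which carry the same clone name. Eif2s3y had 8.86 TPM in d0ko replicate 2 against 47.3 or more in the other day 0 libraries, and 3.58 TPM in d3ko replicate 2 against 45.8 or more. Depth does not account for this, with a total of 22.8 (in units of 1000000 counts) in d0ko replicate 2. Cells with XX chromosomes would raise X-linked genes, which shifted by 0.04 at day 0 and by 0.23 at day 3 in d3ko replicate 2. Against d3con replicate 2 the day 3 shift was 0.07. X-linked genes also rose by 0.31 from d0con to d3con, so the 0.23 alone does not point to XX cells. Loss of the Y chromosome in most cells of one clone is a candidate explanation, as each of 3 Y-linked genes was at most 19.4% of the lowest other library of its day.

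Chromosome 8 genes were low in d3ko replicate 2. With 10000 random gene lists matched on mean expression, 0 had a median as low. A few strongly changed genes would not do this, since 81.7% of the 547 genes lay below the autosomal median. GC content (known for 96.1% of genes) had little trend in this difference, with medians of -0.06 to 0.04 over 10 GC classes, too small for the shift, which was -0.43 after centring on these classes. The differentiation of control cells moved chromosome 8 little, with 50.1% of its genes below the autosomal median. In 3 equal parts of the chromosome by gene number the smallest shift was -0.41, which is consistent with a lower copy number of the whole chromosome in part of the cells. At day 0 the shift in replicate 2 was -0.07, far smaller, yet chromosome 8 was the lowest autosome there (the others lay between -0.04 and 0.04), with 66.9% of its genes below the autosomal median and 0 of 10000 random gene lists as low (the lowest at -0.05). A small shift was thus present at day 0, and whether it comes from fewer copies in some cells of the clone cannot be told from this. Between the d0con libraries chromosome 14 shifted by 0.19, for which no explanation was tested. No DNA was examined, and reads from other cells were not tested.

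Meg3, Rian and Mirg, which lie together on chromosome 12, were low in all 5 ko libraries. The highest ko value of Meg3 was 2.21 TPM, 6.1% of the lowest control value of 36 TPM. At day 0, when Foxa2 was near 0 in both genotypes, the log2 fold change of Meg3 was already -5.12 (SE 0.98, edgeR adjusted p = 1.0, lower in 2 of 2 ko libraries), so absence of Foxa2 in day 3 cells is unlikely as its source. Silencing of the locus in both ko clones before differentiation might explain it, but these genes were chosen for the pattern. If both parental copies were in the paternal state, Dlk1 would be higher in every d3ko library. It was not, with 1.23, 3.13 and 0.85 TPM in d3ko replicates 1, 2 and 3 against 0.46, 1.87 and 0.88 in d3con. The mean was 1.74 ± 1.22 TPM in d3ko and 1.07 ± 0.724 in d3con (SD, n = 3 each). Their log2 ratio was 0.4 after adding 1 to each TPM. Dlk1 was low in both groups and nearly equal in replicate 3, so this does not rule out the paternal state.

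In d0ko replicate 2, 100% of 10 listed fibroblast genes had their highest day 0 value, against 35.6% of 11966 expressed genes. The pattern was not confined to that library. In d0ko replicate 1 Col1a1 had 16.9 TPM and Dcn 4.41, also above both d0con libraries (6.01 and 7.08, and 1.18 and 0.99). Thy1 did not follow this, with 0.33 TPM in d0ko replicate 1 against 0.51 and 0.28 in d0con. RNA from feeder cells is a candidate source. No biological explanation was tested.

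Reads of 75 bases in d3con replicate 1 are unlikely to make the day 0 to day 3 change, since 4432 genes changed without that library and 4890 with it.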
